# Hap2–Ino80-facilitated transcription promotes de novo establishment of CENP-A chromatin

**DOI:** 10.1101/gad.332536.119

**Published:** 2020-02-01

**Authors:** Puneet P. Singh, Manu Shukla, Sharon A. White, Marcel Lafos, Pin Tong, Tatsiana Auchynnikava, Christos Spanos, Juri Rappsilber, Alison L. Pidoux, Robin C. Allshire

**Keywords:** CENP-A, centromere, chromatin, chromosome segregation, epigenetic, fission yeast, histone, kinetochore, remodeling, transcription

## Abstract

Centromeres are maintained epigenetically by the presence of CENP-A, an evolutionarily conserved histone H3 variant, which directs kinetochore assembly and hence centromere function. To identify factors that promote assembly of CENP-A chromatin, we affinity-selected solubilized fission yeast CENP-A^Cnp1^ chromatin. All subunits of the Ino80 complex were enriched, including the auxiliary subunit Hap2. Chromatin association of Hap2 is Ies4-dependent. In addition to a role in maintenance of CENP-A^Cnp1^ chromatin integrity at endogenous centromeres, Hap2 is required for de novo assembly of CENP-A^Cnp1^ chromatin on naïve centromere DNA and promotes H3 turnover on centromere regions and other loci prone to CENP-A^Cnp1^ deposition. Prior to CENP-A^Cnp1^ chromatin assembly, Hap2 facilitates transcription from centromere DNA. These analyses suggest that Hap2–Ino80 destabilizes H3 nucleosomes on centromere DNA through transcription-coupled histone H3 turnover, driving the replacement of resident H3 nucleosomes with CENP-A^Cnp1^ nucleosomes. These inherent properties define centromere DNA by directing a program that mediates CENP-A^Cnp1^ assembly on appropriate sequences.

## Abstract (precis)

In this study, Singh et al. set out to define mechanisms for H3:CENP-A exchange at centromeric regions in *S. pombe.* Using a combination of biochemical, molecular, and genetic approaches, the authors show that Hap2–Ino80 destabilizes H3 nucleosomes on centromere DNA through transcription-coupled histone H3 turnover, driving the replacement of resident H3 nucleosomes with CENP-A nucleosomes.

The accurate delivery of all chromosomes to both resulting nuclei during mitotic cell division is required for eukaryotic cell viability and to prevent aneuploidy, a hallmark of cancer (Kops et al. 2005). The centromere region of chromosomes mediates their attachment to spindle microtubules for normal mitotic chromosome segregation (Fukagawa and Earnshaw 2014). In many organisms, centromeres are assembled on repetitive elements such as α-satellite repeats, minor satellite repeats, cen180/CentC/CentO repeats, and retroelements at human, mouse, plant, and *Drosophila* centromeres, respectively (Kipling et al. 1991; Grady et al. 1992; Cheng et al. 2002; Chang et al. 2019). Although such centromere repeats lack sequence similarity, in many cases their introduction as naked DNA into cells triggers de novo kinetochore assembly (Baum et al. 1994; Okada et al. 2007).

The underlying conserved feature at eukaryotic centromeres is the assembly of nucleosomes containing the histone H3 variant CENP-A (also generally known as cenH3, and specifically as CID in *Drosophila*, Cse4 in *Saccharomyces cerevisiae*, and Cnp1 in *Schizosaccharomyces pombe*) in place of canonical H3 to direct kinetochore assembly on such repetitive elements. Moreover, it is known that following deletion of an endogenous centromere, CENP-A incorporation and neocentromeres can arise at novel noncentromeric DNA locations (Ishii et al. 2008; Ketel et al. 2009; Shang et al. 2013). CENP-A chromatin has also been shown to be sufficient to trigger kinetochore assembly (Barnhart et al. 2011; Mendiburo et al. 2011; Hori et al. 2013; Chen et al. 2014). Thus, CENP-A deposition and not the primary sequence of centromere DNA determines the position of centromere formation. However, centromere DNA itself may harbor properties that favor CENP-A and kinetochore assembly (Baum et al. 1994; Fachinetti et al. 2015; Logsdon et al. 2019).

Three fission yeast species possess complex regional centromeres in which CENP-A^Cnp1^ and kinetochores are assembled over a nonrepetitive central domain of ∼10 kb in *S. pombe*, *S. octosporus*, and *S. cryophilus* (Tong et al. 2019). Although flanking gene order is preserved, the central domain sequence is not conserved among these species. Despite this lack of similarity, central domain DNA from *S. octosporus* and *S. cryophilus,* as well as *S. pombe*, can direct de novo CENP-A^Cnp1^ and kinetochore assembly in *S. pombe* (Folco et al. 2008; Catania et al. 2015; Tong et al. 2019). This suggests that these nonhomologous centromere DNAs possess innate features that program events that preferentially trigger the assembly of CENP-A^Cnp1^ in place of H3 nucleosomes.

During replication, parental CENP-A has been shown to distribute equally to nucleosomes on duplicated DNA of both sister centromeres, thus halving the amount of CENP-A at each centromere (Jansen et al. 2007; Schuh et al. 2007). Replenishment by deposition of newly synthesized CENP-A is temporally separated from DNA replication-coupled H3 chromatin assembly. The timing of new CENP-A deposition differs in various species; mitosis/late telophase/early G1 in human and *Drosophila* (Schuh et al. 2007; Erhardt et al. 2008; Mellone et al. 2011), S phase in *S. cerevisiae* (Pearson et al. 2004), and G2 in plants and *S. pombe* (Lermontova et al. 2006; Shukla et al. 2018).

Several studies have reported the association of RNA polymerase II (RNAPII) with and/or transcription from CENP-A-associated DNA so that noncoding transcription has become an apparent integral feature of centromeres (Duda et al. 2017). RNAPII has been detected at human artificial chromosome (HAC) (Bergmann et al. 2011), human metaphase (Chan et al. 2012), *Drosophila* (Bobkov et al. 2018), and *S. cerevisiae* (Ohkuni and Kitagawa 2011) centromeres, and also the central domains of fission yeast centromeres (Choi et al. 2011; Catania et al. 2015). Disruption of centromere transcription appears to hinder CENP-A loading and/or maintenance (Nakano et al. 2008; Bergmann et al. 2011; Chen et al. 2015; McNulty et al. 2017; Ling and Yuen 2019). Moreover, increased centromere transcription results in the rapid loss of CENP-A and centromere function (Hill and Bloom 1987; Bergmann et al. 2012). The central CENP-A^Cnp1^ domains from *S. pombe* centromeres contain numerous RNAPII transcriptional start sites and promoters (Choi et al. 2011; Catania et al. 2015). In addition, ectopically located central domain DNA, which lacks CENP-A^Cnp1^ chromatin, exhibits high rates of histone H3 turnover (Shukla et al. 2018). Such observations suggest that transcription-coupled chromatin remodeling events might drive the eviction of H3 and its replacement with CENP-A^Cnp1^. Consistent with this view, the accumulation of elongating RNAPII on ectopic centromere DNA during G2 coincides with the eviction of H3 and deposition of new CENP-A (Shukla et al. 2018). However, it remains to be determined which transcription-associated chromatin remodeling factors provoke the replacement of H3 with CENP-A on naïve centromere DNA.

Various ATP-dependent chromatin remodeling complexes provide access to the underlying DNA of chromatin-coated templates. Their activities enable transcription by disassembling nucleosomes, sliding nucleosomes, or replacing nucleosomal histone subunits with transcription-promoting variants (Clapier and Cairns 2009). The remodeling and spacing factor (RSF) interacts with CENP-A chromatin in mid-G1, its depletion reduces CENP-A levels at centromeres (Perpelescu et al. 2009), and tethering of RSF1 to centromere repeats promotes histone turnover/exchange resulting in both H3.3 and CENP-A deposition (Ohzeki et al. 2016). In *S. pombe*, Hrp1 (ortholog of chromo-helicase DNA-binding protein 1 [CHD1]) is enriched at centromeres and is required to maintain normal CENP-A^Cnp1^ levels at centromeres (Walfridsson et al. 2005; Choi et al. 2011). Loss of the histone chaperone facilitates chromatin transcription (FACT) results in promiscuous CENP-A^Cnp1^ assembly at noncentromeric locations A^Cnp1^ (Choi et al. 2012), suggesting that CENP-A^Cnp1^ may be titrated away from centromeres by loss of such factors. Moreover, inducible ectopic centromeres in *Drosophila* requires FACT-mediated RNAPII-dependent transcription of underlying DNA, indicating a necessity for transcription during CENP-A assembly (Chen et al. 2015).

Ino80 is a Snf2 family ATPase evolutionarily conserved from yeast to humans that participates in transcription, DNA replication, and DNA repair (Conaway and Conaway 2009). The Ino80 complex (Ino80C) can slide nucleosomes in an ATP-dependent manner (Chen et al. 2011) and can space multiple nucleosomes on longer DNA fragments (Udugama et al. 2011). Ino80C may also remove H2A.Z–H2B dimers from nucleosomes, replacing them with H2A–H2B dimers (Papamichos-Chronakis et al. 2011; Brahma et al. 2017). H2A.Z is enriched in +1 nucleosomes downstream from promoters of many active genes, and loss of Ino80 function affects transcription (Hogan et al. 2010; Marques et al. 2010; Xue et al. 2015). Individual Ino80C subunits make up three modules that associate with the main Ino80 ATPase subunit (Supplemental Table S1; Chen et al. 2011). *S. pombe* Ino80 has been shown to influence the maintenance of CENP-A^Cnp1^ chromatin at centromeres (Choi et al. 2017). However, it is not known whether Ino80C influences centromere DNA transcription or the establishment of CENP-A chromatin on naïve centromere DNA and, thus, centromere identity.

Here we used affinity selection of CENP-A^Cnp1^ chromatin and mass spectrometry to identify proteins enriched in CENP-A^Cnp1^ chromatin that may promote CENP-A^Cnp1^ assembly. We identify Hap2 (SPCC16C4.20) as an auxiliary subunit of Ino80C that is required for the conversion of H3 chromatin to CENP-A^Cnp1^ chromatin on naïve centromere DNA. We show that loss of Hap2 function reduces transcription and histone H3 turnover on centromere DNA. Our findings indicate that Hap2–Ino80 is required to promote transcription-associated chromatin remodelling events that drive H3 nucleosome eviction and the assembly of CENP-A^Cnp1^ nucleosomes in their place.

## Results

### Hap2 is an Ino80C subunit that is enriched in CENP-A^Cnp1^ chromatin

To identify proteins involved in the assembly of CENP-A^Cnp1^ chromatin, GFP-tagged CENP-A^Cnp1^ chromatin was affinity-purified from micrococcal nuclease (MNase)-solubilized chromatin extracts (Fig. 1A). Quantitative PCR (qPCR) analysis of the resulting enriched native chromatin revealed significant enrichment of centromeric DNA from the single-copy central CENP-A^Cnp1^ domain of cen2 (cc2) compared with the 18 copies of flanking outer repeat (*dg*) sequences (Supplemental Fig. S1A). In addition, SDS-PAGE analysis showed core histones to be prevalent in this affinity-selected GFP-CENP-A^Cnp1^ material (Fig. 1B; Supplemental Fig. S1B). Label-free quantitative mass spectrometry detected strong enrichment of all known subunits of both the inner and outer kinetochore complexes (Fig. 1C; Supplemental Tables S2, S3). As our procedure also showed association of the chaperones Scm3 (HJURP) and Sim3 (NASP) that mediate CENP-A^Cnp1^ deposition we reasoned that other enriched, but non-centromere-specific, proteins might be involved in the incorporation of CENP-A^Cnp1^ into centromeric chromatin.

**Figure 1.**
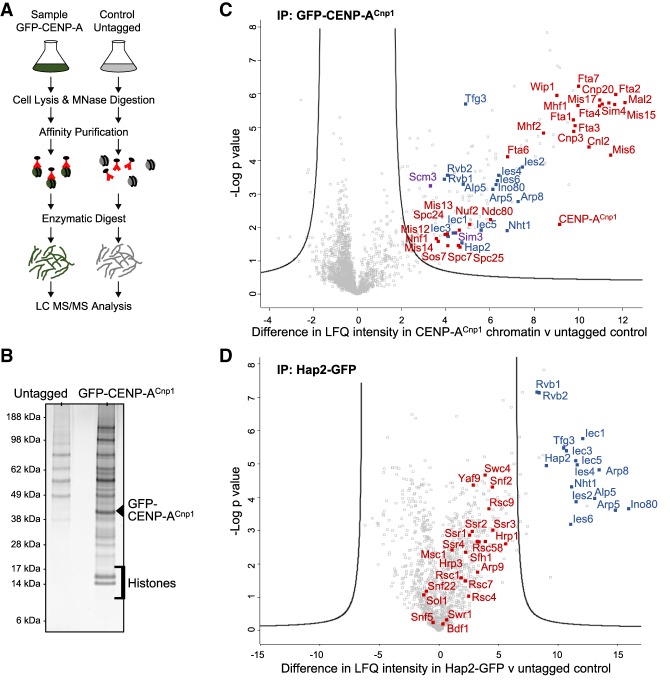
Hap2 is associated with CENP-A^Cnp1^ chromatin and it is a subunit of Ino80C. (*A*) Scheme for enrichment of CENP-A^Cnp1^ chromatin associated proteins and identification by mass spectrometry. (*B*) Silver-stained SDS-PAGE of proteins enriched in IPs from GFP-CENP-A^Cnp1^ or untagged control cells. (*C*) Volcano plot comparing label-free quantification (LFQ) intensity of proteins enriched in affinity selected GFP-CENP-A^Cnp1^ (anti-GFP) versus untagged control. Inner and outer kinetochore proteins detected (red). Ino80C subunits (blue). CENP-A^Cnp1^ chaperones Scm3 and Sim3 (purple). (*D*) Volcano plot comparing label-free quantification of proteins enriched in affinity selected Hap2-GFP (anti-GFP) versus untagged control. Ino80C subunits (blue). Swr1 complex subunits, SWI/SNF complex, RSC complex, and CHD family members (red).

It was notable that all subunits of the Ino80 chromatin remodeling complex (Ino80C) were enriched in our affinity-selected GFP-CENP-A^Cnp1^ preparations (Fig. 1C). Also enriched in these samples was the low-molecular-weight α-helical Hap2 protein. Hap2 has previously been reported to associate with Ino80C but no characterization has been performed (Hogan et al. 2010). To confirm association of Hap2 with Ino80C, Hap2 was C-terminally tagged with GFP at its endogenous chromosomal locus (Hap2-GFP) (Supplemental Fig. S2A). Affinity selection of Hap2-GFP followed by proteomic analysis revealed that all subunits of Ino80C, but not subunits of other remodelling complexes, are enriched with Hap2-GFP (Fig. 1D; Supplemental Table S4). IP-western analysis confirmed that Hap2-GFP associates with immunoprecipitated HA-tagged Ino80 (Ino80-HA) and vice-versa, independently of DNA/chromatin association (Supplemental Fig. S1C,D). Furthermore, affinity selection of Ino80-HA enriched all known Ino80C subunits along with Hap2 (Supplemental Fig. S1E; Supplemental Table S5). We conclude that Hap2 is a noncanonical subunit of the fission yeast Ino80 complex and that all Ino80C subunits are enriched in CENP-A^Cnp1^ chromatin.

### Hap2 association with central domain DNA assembled in CENP-A^Cnp1^ chromatin or H3 chromatin is Ies4-dependent

Microscopic analysis showed that Hap2-GFP localizes to the nucleus (Fig. 2A). Quantitative chromatin immunoprecipitation (qChIP) assays revealed that Hap2-GFP associates with most chromatin regions analyzed including the central CENP-A^Cnp1^ domain of centromeres (*cc2*), the flanking pericentromeric outer repeats (*dg*) and on the highly expressed *act1*^+^ gene (Fig. 2B). When 8.5 kb of cen2 central domain DNA (*cen2-cc2*) is inserted at the *ura4* locus on a chromosome arm (*ura4:cc2*), it is assembled in H3 instead of CENP-A^Cnp1^ chromatin (Choi et al. 2012; Shukla et al. 2018). Replacement of 6.5 kb of endogenous *cen2-cc2* DNA with 5.5 kb of *cen1* central domain DNA (*cc2Δ::cc1*) allows analysis across the resulting unique ectopic copy of cen2 central domain DNA (*ura4:cc2*) in the absence CENP-A^Cnp1^ and kinetochore proteins (Fig. 2C, top). qChIP analysis revealed that Hap2-GFP associates with this ectopic *cc2* central domain chromatin (Fig. 2C, bottom). A noticeably higher level of Hap2-GFP was consistently detected across ectopic *ura4:cc2* central domain DNA assembled in H3 chromatin relative to the same DNA sequence at the native *cen2* central domain assembled in CENP-A^Cnp1^ chromatin (Fig. 2D). Loss of Hap2 does not affect the association of Ino80-HA with these regions (Supplemental Fig. S2B), while Hap2 chromatin association is lost in the absence of Ies4 but remains unaffected in *iec1*Δ, *ies2*Δ and *arp5*Δ cells (Fig. 2E; Supplemental Fig. S2C,D). In budding yeast, different subunits of Ino80 have been shown to have broad interactions around NFRs and +1 nucleosomes (Yen et al. 2013). 

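ChIP-seq was performed in an *S. pombe* strain that carries both Hap2-GFP and Arp5-3HA and was grown in rich medium. Arp5 is a canonical subunit of the Ino80 chromatin remodeling complex. Hap2-GFP was immunoprecipitated with anti-GFP and Arp5-3HA with anti-HA, in 2 replicates each. The labels also name 2 input samples, which were not analysed here. The submitters' processing notes name Trimmomatic 0.36, BWA 0.7.17, deepTools and MACS2 2.1.2. The genome build, the peak threshold, the treatment of reads that align more than once and the input used for each ChIP sample are not given in the sources used here.

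The authors called peaks for each ChIP sample separately, without pooling replicates. Hap2-GFP replicates 1 and 2 have 3764 and 4267 peaks, and Arp5-3HA replicates 1 and 2 have 4207 and 4277. On chromosomes I, II and III, on which all comparisons were made, these are 3758, 4259, 4206 and 4277 peaks. They cover 10.9% and 12.0% of the 3 chromosomes for Hap2 and 11.4% and 11.8% for Arp5. The median peak is 240 bp long in both Hap2 lists and 230 bp in both Arp5 lists. Each peak has a score assigned by the authors on a scale that is not given. The score is the peak's own value and was used only to rank peaks within a list. The read depth of each sample is unknown from the lists, so peak heights are not compared between samples.

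Peaks of the 2 replicates of a protein that overlapped by at least 1 bp were merged, and a merged region was kept where both replicates had a peak. This gave 2198 Hap2 regions, 41.8% of the 5263 regions found in either replicate. For Arp5 it gave 2033 regions, 35.3% of 5755. Genes were taken from the ASM294v3 reference. In all 4 lists the last peak of chromosome III ends at position 2452883, which is the length of that chromosome in this reference. The reference may still not be the build the authors used, since both Hap2 lists also name a sequence that is absent from it. The labels do not say whether the replicates came from separate cultures, so the spread between them may be technical.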

As Hap2 is a subunit of Ino80C, we examined genome-wide localization of Hap2 and Arp5. High coincidence was observed for Hap2 and Arp5 peaks (Fig. 2F). 

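Some of the highest regions of both proteins covered the same genes. *pgk1*, which encodes the glycolytic enzyme phosphoglycerate kinase, lay under the highest Arp5 region (chromosome II, 4157231 to 4159550) and under the second highest Hap2 region (4157081 to 4160260). Regions over *tdh1*, which encodes glyceraldehyde-3-phosphate dehydrogenase, and *adh1*, which encodes alcohol dehydrogenase, were also among the 10 highest of each protein. Other Arp5 regions among the 10 highest covered *atd1* (aldehyde dehydrogenase), *pma1* (the plasma membrane proton ATPase), *fhn1* (an eisosome protein), *hsp90* and 3 copies of the ribosomal DNA repeat. These 10 regions were 2240 to 7910 bp long, and all 10 overlapped a Hap2 region. The highest Hap2 region was at *efm3*, and the others among the 10 highest were at *eno101* (enolase), *car2*, *mug115*, *pfl2*, SPAC17A2.11 and SPAC26H5.09C. Of the 10 highest Hap2 regions, 8 overlapped an Arp5 region.

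Across the genome, 1123 of the 2198 Hap2 regions overlapped an Arp5 region by at least 1 bp (51.1%), against 17.9% when the Arp5 regions were placed at random on their own chromosome. This is 2.85-fold more than by random placement (1000 placements, one-sided permutation p = 0.000999, the smallest they can give). In the other direction, 1049 of the 2033 Arp5 regions overlapped a Hap2 region (51.6%), against 19.2% at random (2.69-fold, the same permutation p). The Arp5 share was 33.9% when Arp5-3HA replicate 1 was counted alone. When the centres of the regions had to lie within 150 bp of each other, the shares were 31.8% for Hap2 and 34.4% for Arp5. A further 747 Hap2 regions (34.0%) met no peak in either Arp5 list, and 422 Arp5 regions (20.8%) met no peak in either Hap2 list. For Arp5 the overlap was larger at higher rank. Of the 508 highest Arp5 regions, 474 (93.3%) overlapped a Hap2 region, against 25.9% at random. Of the 509 lowest, 118 did (23.2%, against 15.4% at random). For Hap2 the share was 60.1% of the 549 highest regions (22.9% at random, 2.63-fold) and 42.7% of the 550 lowest (14.7% at random, 2.90-fold), so it did not fall with rank relative to random placement. As a reference level between single lists, replicates of the same protein shared 62.0% of their peaks for Hap2 (95% Wilson interval 60.9% to 63.1%) and 56.1% for Arp5 (55.1% to 57.2%). The intervals cover counting error only. They pool both lists, so a shared peak counts once from each and the intervals may be too narrow. The like values between single Hap2 and Arp5 lists are 42.5% to 56.0%, since the shares above are of reproducible regions. Random placement took no account of GC content. Within coding genes, the share of sequence covered was 3.94% for Hap2 and 5.43% for Arp5 at 30 to 35% GC. At 50 to 55% GC it was 39.9% and 51.0%. The rise was not steady, since at 20 to 25% GC the share was 6.97% for Hap2 and 7.41% for Arp5. How much of the overlap goes with GC content was not tested. All 4 ChIP samples come from one strain with 2 inputs between them, so part of the overlap may come from shared inputs. From the coincidence of peaks in Fig. 2F, the paper concludes that Hap2 colocalizes with Arp5 across the genome.

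**Figure D1:**
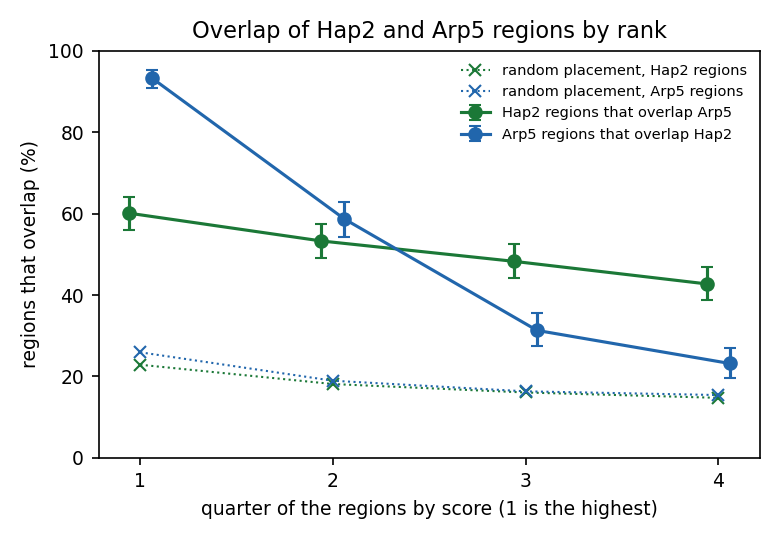
Share of Hap2 regions (green) that overlap an Arp5 region and of Arp5 regions (blue) that overlap a Hap2 region, in percent, with regions of each protein split by score rank into 4 groups of near-equal size. Circles are observed shares with 95% Wilson intervals and crosses the mean of 1000 random placements. The Arp5 share runs from 93.3% to 23.2% and the Hap2 share from 60.1% to 42.7%.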

We conclude that the Ino80C subunit Hap2 is a nuclear protein that associates with noncentromeric loci and is preferentially recruited to centromeric central domain chromatin when assembled in H3 rather than CENP-A^Cnp1^ chromatin. Hap2 chromatin association is dependent on the Ino80C subunit Ies4, and Hap2 colocalizes genome-wide with the Arp5 canonical Ino80C subunit.

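Hap2 and Arp5 regions were both found at genes for protein synthesis, glycolysis and histones and at tRNA, snRNA, snoRNA and rRNA genes. Of 171 tRNA genes, 165 had a Hap2 region over the promoter window (500 bp upstream to 100 bp downstream of the gene start) and 132 had an Arp5 region. Of 138 cytosolic ribosomal protein genes, among them *rpl1602*, *rpl2701* and *rps2*, 68 had a Hap2 region there and 64 an Arp5 region. With a window from 1000 bp upstream to the gene start, 67 had a Hap2 region and 36 an Arp5 region. The Arp5 number was 30 when only the 100 bp downstream of the start were dropped and 65 when only the upstream part was lengthened. Other protein-coding genes had one in 18.9% of cases for Hap2 and 6.69% for Arp5. Among 18 genes of glycolysis and fermentation, including *pgk1*, *tdh1*, *adh1* and *eno101*, the numbers were 13 for Hap2 and 8 for Arp5. Of 11 histone genes, 10 had a Hap2 region and 9 an Arp5 region. A Hap2 region of 2550 bp covered the divergent promoter of *hta1* and *htb1*, which encode histones H2A and H2B. The histone genes with no promoter region were *cnp1*, which encodes CENP-A Cnp1, for both proteins and *hta2* for Arp5. Of 72 snRNA and snoRNA genes, 32 had a Hap2 region and 36 an Arp5 region, and of 47 rRNA genes 45 and 35.

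In all, 8 of the 17 gene groups had more Hap2 promoter regions than other genes and 9 had more Arp5 promoter regions (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over 17 groups). The adjusted p was 1.29e-14 for the ribosomal protein genes with Hap2 and 6.02e-35 with Arp5. It was 2.07e-99 and 2.82e-72 for the tRNA genes, and 3.22e-06 and 1.28e-08 for the histones. The test treats genes as independent, but a region can cover neighbouring genes of the same group, as at *hta1* and *htb1*. These p-values may therefore be too small. Targets of the MBF transcription factor, which acts at the start of S phase, passed for Hap2 (5 of 8, among them *cig2*, *nrm1* and *cdc22*, Fisher's exact test, adjusted p = 0.0234), but not among the higher-scoring peaks (adjusted p = 0.337). For Arp5 only *nrm1* had a region (Fisher's exact test, adjusted p = 0.579). The difference between the proteins in this group was not tested. Genes regulated by phosphate and thiamine passed for Arp5 (3 of 7, *pho1*, *tgp1* and *pho84*, Fisher's exact test, adjusted p = 0.0218), but not with the union of replicates (adjusted p = 0.102). For Hap2 the same 3 genes had a region (Fisher's exact test, adjusted p = 0.202). Ino80C subunits (4 of 16 for Hap2, 2 of 16 for Arp5), kinetochore proteins (6 and 2 of 28) and genes of CENP-A loading (2 and 1 of 12) did not pass the test for either protein. Long terminal repeats and Tf2 elements had an Arp5 region less often than other genes (15 of 251, Fisher's exact test, adjusted p = 1.80e-05), also with the window from 1000 bp upstream to the gene start (33 of 251, adjusted p = 0.00404). Their share in the main window was 5.98%, against 15.4% of other genes of all kinds and 7.76% of coding genes. Reads shared between copies of the elements were not accounted for. Noncoding RNA genes of other kinds had an Arp5 region more often than other genes (1341 of 7171, 18.7% against 11.1%, Fisher's exact test, adjusted p = 8.25e-32). The 5435 other genes are mostly the 5113 coding genes, of which 7.76% had an Arp5 promoter region. A preference for noncoding RNA genes thus cannot be told apart from a low share at coding genes. For Hap2 they had one slightly less often (1534 of 7171, 21.4% against 23.1%, Fisher's exact test, adjusted p = 0.0484), a call that was lost without replicate 1 (adjusted p = 0.729), without replicate 2 (adjusted p = 0.745), with the union (adjusted p = 0.286) and with 1000 bp upstream and 100 bp downstream (adjusted p = 0.118). Translation elongation factors such as *tef102* and *tef3* passed for both (4 and 5 of 6), but for Hap2 (Fisher's exact test, adjusted p = 0.0338) this call was lost without replicate 1 (adjusted p = 0.296) and without replicate 2 (adjusted p = 0.0626). It was also lost with the union of replicates (Fisher's exact test, adjusted p = 0.148), with the window from 1000 bp upstream to the gene start (adjusted p = 0.0639) and with 1000 bp upstream and 100 bp downstream (adjusted p = 0.0774). With the former window the Arp5 call was lost too (Fisher's exact test, adjusted p = 0.0510), but not when only the upstream part was lengthened (adjusted p = 0.000709) or only the downstream part dropped (adjusted p = 0.00754). Chaperones did not pass for Hap2 (5 of 10, Fisher's exact test, adjusted p = 0.0519) or Arp5 (3 of 10, adjusted p = 0.0571). They passed for Hap2 without replicate 2 (Fisher's exact test, adjusted p = 0.0350) and without the downstream part of the window (adjusted p = 0.0440), and among the higher-scoring peaks for Hap2 (adjusted p = 0.0492) and Arp5 (adjusted p = 0.0300). Stress response genes did not pass for Hap2 (4 of 8, Fisher's exact test, adjusted p = 0.0822), and 8 of 8 had a Hap2 region from 1000 bp upstream to the gene start (adjusted p = 4.27e-05) or to 100 bp downstream (adjusted p = 5.21e-05). Phosphate- and thiamine-regulated genes passed for Hap2 without replicate 1 (Fisher's exact test, adjusted p = 0.0345). With regions counted over the whole gene, an alternative added after the data were seen, chaperones passed for Hap2 (9 of 10, Fisher's exact test, adjusted p = 0.000235) and Arp5 (8 of 10, adjusted p = 0.00351). In that setting MBF targets did not pass for Hap2 (Fisher's exact test, adjusted p = 0.0695), nor phosphate- and thiamine-regulated genes for Arp5 (adjusted p = 0.758). Noncoding RNA genes of other kinds then had an Arp5 region less often than other genes (1165 of 7171, Fisher's exact test, adjusted p = 3.09e-110). They also had a Hap2 region less often (1578 of 7171, 22.0% against 31.1%, Fisher's exact test, adjusted p = 1.03e-29). tRNA and rRNA genes have near-identical copies that may share reads. No untagged control was analysed, so signal that any antibody gives at such genes cannot be told apart from binding.

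The highest Hap2 region with no Arp5 peak lay at the start of *car2*, which encodes ornithine transaminase, and reached into the end of the neighbouring *oaa1* (chromosome II, 3810771 to 3811160). The next were at the starts of *yar1* (a ribosome biogenesis factor) and *ada2* (a SAGA subunit), at a noncoding RNA gene near *plb1*, and at the start of *sap145* (a splicing factor). The highest Arp5 regions with no Hap2 peak lay inside SPAC57A7.05, *nst1*, *prp1*, *sws2* and *pmd1*. The one in *nst1* spans 4420211 to 4420600 on chromosome I.

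**Figure D2:**
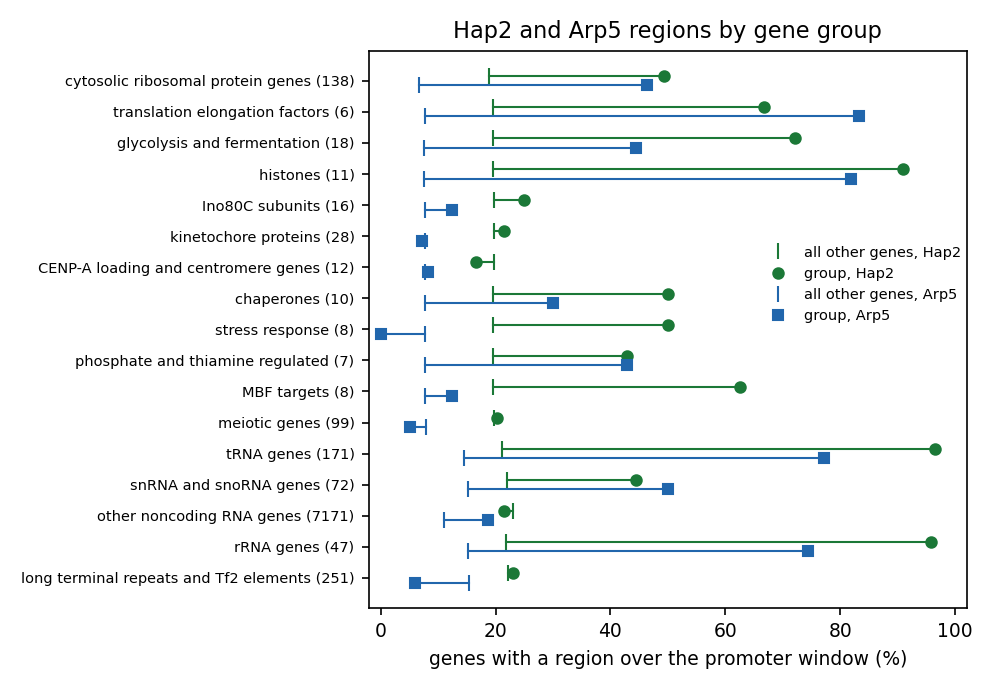
Percent of genes in each of 17 groups (number of genes in brackets) with a Hap2 region (green circles) or an Arp5 region (blue squares) over the promoter window. Short vertical bars mark the percent of all other protein-coding genes, or of all other genes for the groups of RNA genes and repeats, 18.9% for Hap2 and 6.69% for Arp5 beside the ribosomal protein genes.

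**Figure D3:**
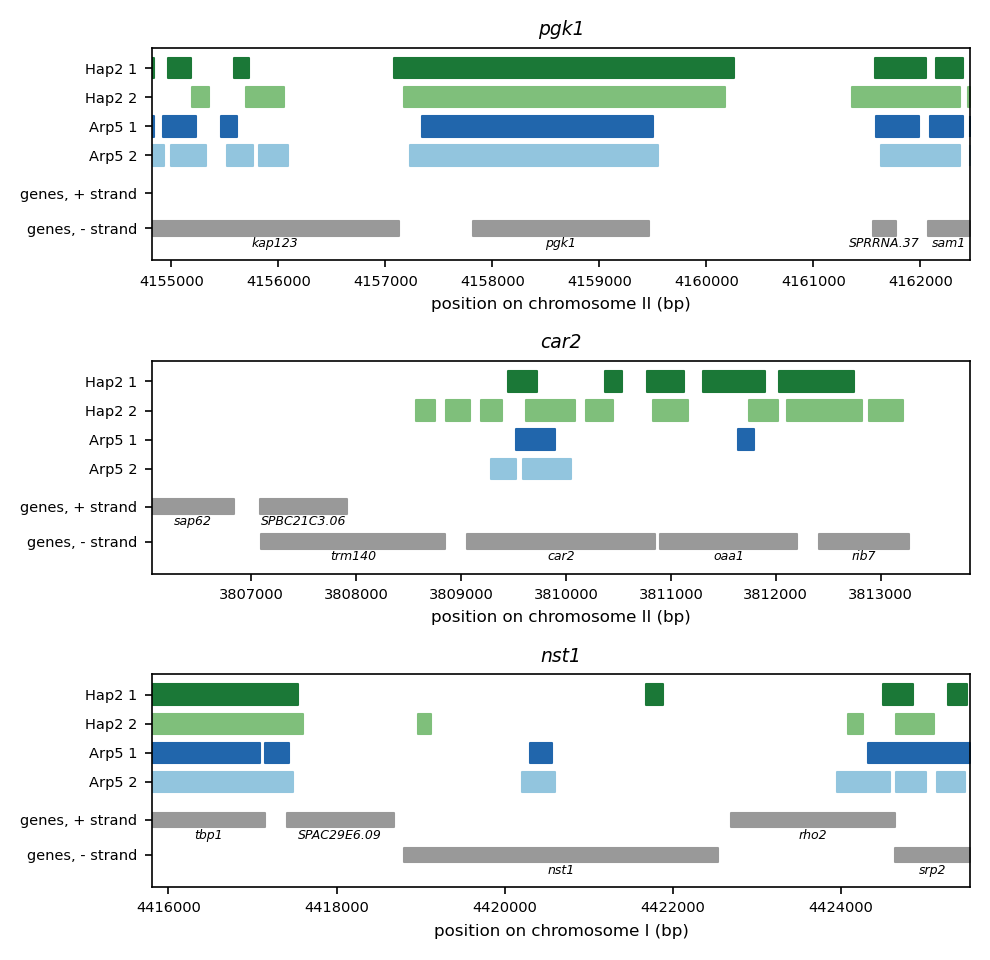
Peaks of the 4 lists (coloured bars) and annotated genes (grey bars, noncoding RNA genes other than rRNA left out) around *pgk1*, *car2* and *nst1*, with positions in bp. All 4 lists have a peak that covers *pgk1*, only the Hap2 lists have a peak at 3810771 to 3811160, and only the Arp5 lists have one at 4420211 to 4420600.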

**Figure 2.**
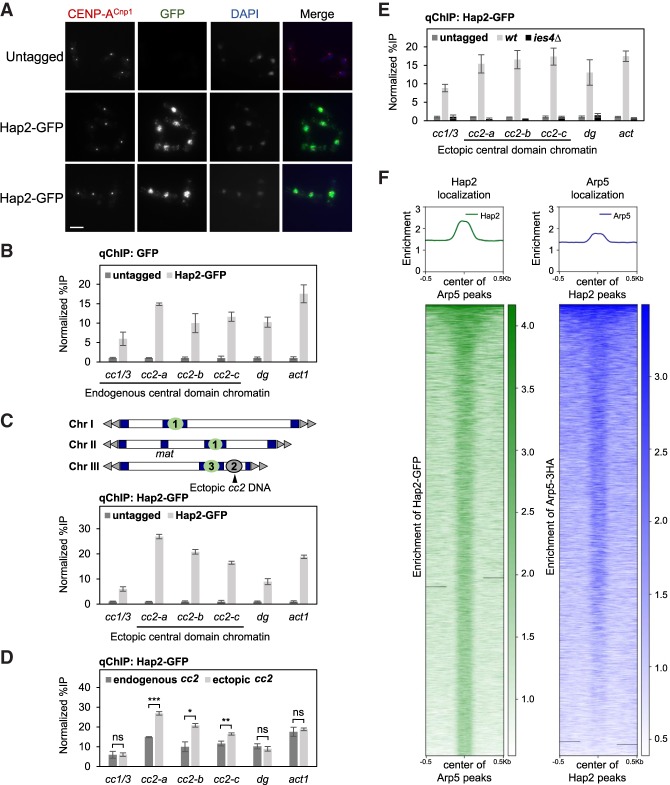
Hap2 associates with endogenous and ectopic central core chromatin and Ies4 dependent, Hap2 and Arp5 chromosomal distributions are coincident. (*A*) Immunolocalization of Hap2-GFP in cells. Representative images of wild-type and Hap2-GFP cells stained with anti-CENP-A^Cnp1^ (red), anti-GFP (green), and DAPI (blue). Scale bar, 5 µm. (*B*) qChIP for Hap2-GFP at four locations within endogenous centromeres (*cc1/3*, *cc2-a*, *cc2-b*, and *cc2-c*), outer repeat heterochromatin (*dg*) and noncentromere locus (*act1*^+^). Error bars indicate mean ± SD (*n* = 3). (*C*, *top*) Diagram indicating strain with endogenous *cen2-cc2* replaced with *cen1* central domain DNA (*cc1*) at the noncentromeric ura4 locus (*ura4:cc2*) on Chr III. (*Bottom*) qChIP for Hap2-GFP at three locations within ectopic central domain H3 chromatin (*cc2-a*, *cc2-b*, and *cc2-c*), endogenous centromeres (*cc1/3*), outer repeat heterochromatin (*dg*), and noncentromere locus (*act1*^+^). Error bars indicate mean ± SD (*n* = 3). (*D*) Comparison of Hap2-GFP association with central domain sequence assembled in CENP-A^Cnp1^ chromatin or H3 chromatin (data from *B* and *C*). Error bars indicate mean ± SD (*n* = 3). Significance of the differences observed between cells containing endogenous centromeres and ectopic central domain DNA was evaluated using Student's *t*-test. (*) *P* < 0.05; (**) *P* < 0.005; (***) *P* < 0.0005; (n.s.) not significant. (*E*) qChIP for Hap2-GFP at three locations within ectopic central domain H3 chromatin (*cc2-a*, *cc2-b*, and *cc2-c*), endogenous centromeres (*cc1/3*), outer repeat heterochromatin (*dg*) and noncentromere locus (*act1*^+^) in untagged, wild-type, and *ies4*Δ cells. (*F*) Genome-wide coincidence of Hap2-GFP and Arp5-3HA peaks (∼60%). Gradient shows enrichment of Hap2 (green) and Arp5 (blue).

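At the actin gene *act1* on chromosome II, each of the 4 lists had a peak over the qChIP amplicon. It extended from 1475181 to 1476870 in Hap2-GFP replicate 1, 1476721 to 1477310 in replicate 2, 1475271 to 1477280 in Arp5-3HA replicate 1 and 1474991 to 1477310 in replicate 2. Hap2-GFP replicate 1 had a further peak close to the amplicon (1477041 to 1477320). Peaks elsewhere in the gene are not listed. When the peaks of all 4 lists were merged into 7509 regions, 1038 regions had a peak in every list. Their median length was 775 bp, against 340 bp for regions found only in both Hap2 lists and 315 bp for those found only in both Arp5 lists. The longest peak of each list, 7120 to 8800 bp, lay over ribosomal DNA on chromosome III.

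Between single lists, the share of Hap2 peaks that overlapped an Arp5 peak was 45.0% to 56.0% over the 4 pairs of lists. In the other direction, 42.5% to 53.6% of Arp5 peaks overlapped a Hap2 peak. Both ranges lie above the 18.6% to 20.8% given by random placement, and each pair had the smallest permutation p that the placements can give. Replicates of the same protein overlapped by 55.5% to 65.9% in the 4 directions. The share thus depended on which list was counted and on the list it was set against. With Arp5-3HA replicate 2 alone, 60.2% of the reproducible Hap2 regions overlapped an Arp5 peak, and with the union of the replicates of each protein 61.3% of Hap2 regions and 52.7% of Arp5 regions did.

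**Figure D4:**
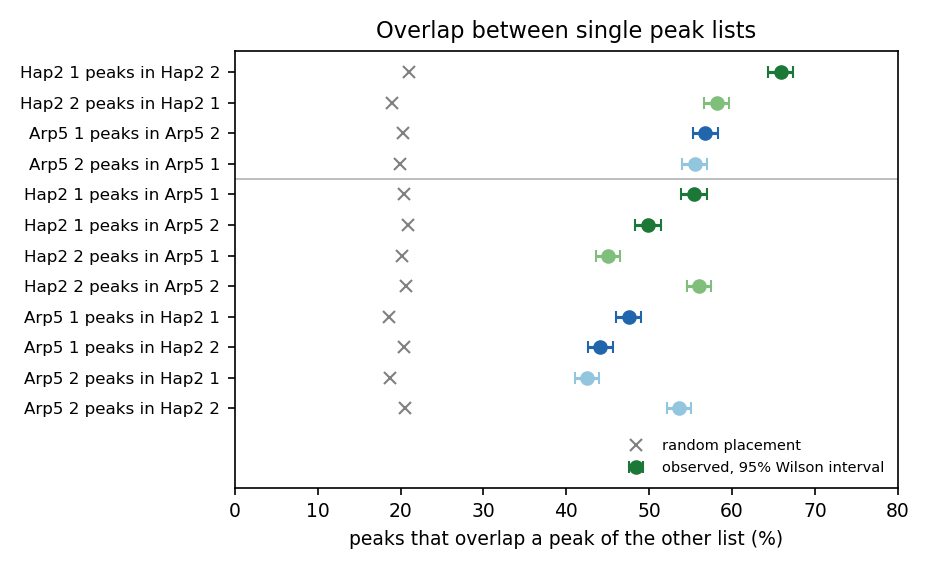
Percent of the peaks of one list that overlap a peak of another list by at least 1 bp. Circles are the observed shares with 95% Wilson intervals and crosses the mean of 1000 random placements. The 4 pairs of replicates stand above the line (55.5% to 65.9%) and the 8 pairs of Hap2 with Arp5 lists below it (42.5% to 56.0%).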

### Hap2 is required to maintain CENP-A^Cnp1^ chromatin across endogenous centromeres

Cells lacking Hap2 exhibit an elevated frequency of lagging chromosomes during mitosis, indicating that loss of Hap2 may affect centromere function (Fig. 3A). Defective centromere function can result from reduced pericentromeric heterochromatin formation on *dg*/*dh* outer repeats or CENP-A^Cnp1^ chromatin/kinetochore assembly and these can be sensitively detected by the use of silent *ura4*^+^ reporter genes inserted within outer repeat heterochromatin or central CENP-A^Cnp1^ domain chromatin (Allshire et al. 1994, 1995; Partridge et al. 2000). No alleviation of heterochromatin-mediated silencing at *otr1:ura4*^+^ was detected in *hap2*Δ cells relative to wild type as indicated by similar poor growth on selective plates lacking uracil (−URA) and good growth on counter-selective 5-FOA plates (Fig. 3B; Supplemental Fig. S3A). Consistent with this observation, no significant change was detected in the levels of the heterochromatin H3K9me2 mark or *dg* transcripts produced by the underlying outer repeats in *hap2*Δ relative wild-type cells (Fig. 3C,D).

**Figure 3.**
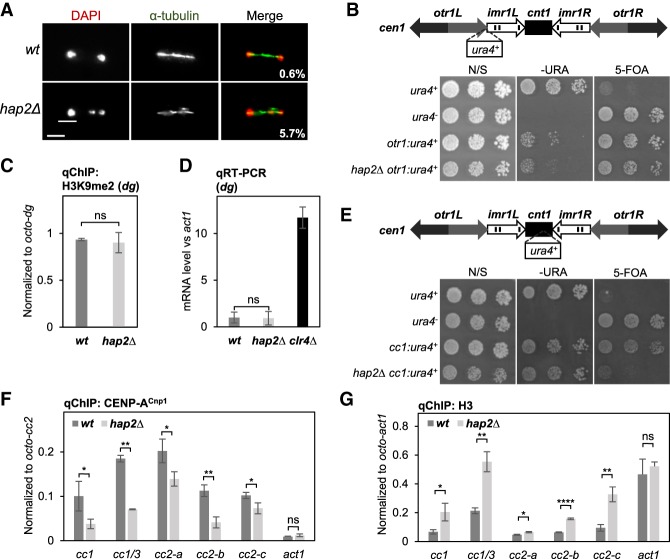
Hap2 is required to maintain CENP-A^Cnp1^ chromatin but not the adjacent pericentric heterochromatin. (*A*) Frequency of lagging chromosomes in anaphase cells. Representative images of wild-type and *hap2*Δ cells stained with DAPI (red) and antitubulin (green). Percentage of late anaphase cells (wild type: *n* = 487 and *hap2*Δ: *n* = 492) displaying lagging chromosomes is indicated. Scale bar, 5 µm. (*B*, *top*) Diagram indicating position *otr1:ura4*^+^ marker gene inserted in outer repeat heterochromatin of *cen1*. (*Bottom*) Growth assay for central domain silencing at *otr1:ura4*^+^. Fivefold serial dilution of cell cultures were spotted on nonselective (N/S), selective (−URA), or counter-selective (FOA) plates. (*C*) qChIP for H3K9me2 at outer repeat heterochromatin (*dg*). Error bars indicate mean ± SD (*n* = 3). (*D*) qRT-PCR of pericentric *dg* repeats performed on total RNA extracted from indicated strains. Transcript levels are shown relative to *act1*^+^ and normalized to wild type (*n* = 3). (*E*, *top*) Diagram indicating position *cc1:ura4*^+^ marker gene within the central CENP-A^Cnp1^ domain *cen1 (cnt1)* relative to the outer repeat (*otr*) and innermost repeats (*imr*). (*Bottom*) Growth assay for central domain silencing at *cen1:ura4*^+^ as in *B*. (*F*,*G*) qChIP for CENP-A^Cnp1^ (*F*) and histone H3 (*G*) at five locations within endogenous centromeres (*cc1*, cc1/3, *cc2-a*, *cc2-b*, and *cc2-c*) and noncentromere locus (*act1*^+^). Error bars indicate mean ± SD (*n* = 3). Significance of the differences observed between wild-type and *hap2*Δ was evaluated using Student's *t*-test in *C*, *D*, *F*, and *G*. (*) *P* < 0.05; (**) *P* < 0.005; (****) *P* < 0.00005; (n.s.) not significant.

Central CENP-A^Cnp1^ domain chromatin is also transcriptionally repressive (Allshire et al. 1994, 1995). Defects in CENP-A^Cnp1^ chromatin assembly alleviates this transcriptional silencing (Partridge et al. 2000; Pidoux et al. 2003). To test whether loss of Hap2 affects CENP-A^Cnp1^-mediated silencing we examined silencing of *ura4*^+^ embedded in central CENP-A^Cnp1^ chromatin at *cen1* (*cc1:ura4*^+^). Reduced silencing in *hap2*Δ cells, indicated by reduced growth on counter-selective FOA plates, suggested a defect in CENP-A^Cnp1^ chromatin integrity (Fig. 3E; Supplemental Fig. S3B). qChIP analysis detected significantly lower levels of CENP-A^Cnp1^ and a reciprocal increase in H3 levels across the central domain of centromeres in *hap2*Δ relative to wild-type cells (Fig. 3F,G), consistent with the silencing defect. Importantly, loss of Hap2 does not affect the total cellular levels of GFP-CENP-A^Cnp1^ or the expression of genes encoding proteins that are known to regulate CENP-A^Cnp1^ loading at centromeres (Supplemental Fig. S3C,D). We conclude that loss of Hap2 specifically affects silencing through loss of CENP-A^Cnp1^ and gain of H3 within the central domain of centromeres, thus Hap2 is required to maintain CENP-A^Cnp1^ chromatin integrity at endogenous centromeres.

### Hap2 is required for the de novo establishment of CENP-A^Cnp1^ chromatin

Many factors are known to assist CENP-A maintenance but little is known about the factors required for the de novo establishment of CENP-A chromatin. De novo establishment of functional centromeres can occur following the introduction of naked centromere DNA into cells (Catania et al. 2015). We first examined whether Hap2 and other subunits of Ino80C are required for the de novo establishment of centromeres on the pHcc2 minichromosome (Fig. 4A). *hap2*Δ cells exhibited a complete failure to establish functional centromeres, similar to *clr4*Δ cells that lack heterochromatin, while *ies2*Δ displayed increased establishment, *iec1*Δ and *ies4*Δ were less competent in establishing functional centromeres on pHcc2 (Fig. 4B; Supplemental Fig. S4A). In *S. pombe*, de novo CENP-A^Cnp1^ chromatin establishment on circular plasmid-based minichromosomes requires a block of heterochromatin in close proximity to central domain DNA (Folco et al. 2008; Kagansky et al. 2009). Loss of centromere establishment could result from a failure to establish CENP-A^Cnp1^ chromatin, and/or adjacent heterochromatin, on the minichromosome. To distinguish between these possibilities, CENP-A^Cnp1^ levels on the plasmid-borne central domain cc2 DNA were analysed. All strains used have 6 kb of *cen2* central domain DNA replaced with 5.5 kb of *cen1* central domain DNA at endogenous centromeres (*cc2Δ::cc1*) so that the plasmid-borne cc2 is the only copy of this element. qChIP revealed that CENP-A^Cnp1^ was not assembled over cc2 carried by pHcc2 in *hap2*Δ cells (Fig. 4C). Reciprocally, a high level of H3 was detected across cc2 of pHcc2 in the absence of CENP-A^Cnp1^ assembly in *hap2*Δ cells (Fig. 4D). qChIP for H3K9me2 demonstrated that loss of Hap2 did not affect the establishment of heterochromatin on the plasmid-borne K″/dg repeat (Fig. 4E). Interestingly, high levels of H3K9me2 were detected within the central domain of the pHcc2 minichromosome in *hap2*Δ but not wild-type cells (Fig. 4E). This suggests that in the absence of CENP-A^Cnp1^ chromatin establishment in *hap2*Δ cells heterochromatin may spread from the outer K″/dg repeat into the plasmid-borne central cc2 domain. To test whether Hap2 is required for the de novo establishment of CENP-A^Cnp1^ chromatin independently from the requirement for adjacent heterochromatin, the plasmid pcc2 which carries 8.5 kb of *cen2* central domain DNA, but no heterochromatin forming outer repeat sequences, was transformed into cells expressing additional GFP-CENP-A^Cnp1^, which allows CENP-A^Cnp1^ chromatin assembly (Fig. 4F, top; Catania et al. 2015). In contrast to wild type, *hap2*Δ cells did not assemble high levels of CENP-A^Cnp1^ over the central domain of the pcc2 minichromosome (Fig. 4F, bottom). This effect was not due to altered CENP-A^Cnp1^ protein levels in *hap2*Δ compared with wild-type cells (Supplemental Fig. S4B). We conclude that Hap2 is critical for the de novo establishment of CENP-A^Cnp1^ chromatin on naïve central domain centromere DNA.

**Figure 4.**
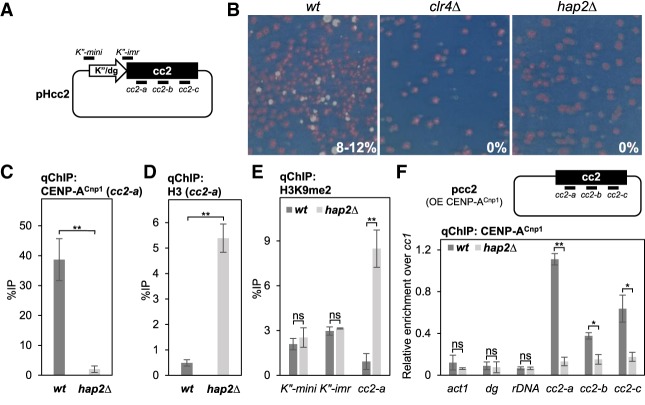
Hap2 is required for the de novo establishment of CENP-A^Cnp1^ chromatin. (*A*) Schematic representation of pHcc2 minichromosome K″/dg repeat adjacent to central domain 2 DNA. Position of the primer pair at the edge of K″/dg repeat and within central domain 2 DNA are indicated. (*B*) Transformants containing pHcc2 minichromosome plasmids were replica-plated to low adenine nonselective plate. Representative plate showing colony color and centromere establishment frequency in wild type (*n* = 515), *hap2*Δ (*n* = 390), and strains lacking heterochromatin *clr4*Δ (*n* = 870). (*C*,*D*) qChIP for CENP-A^Cnp1^ and histone H3 at plasmid-borne central domain 2 DNA (*cc2-a*) on pHcc2 minichromosome. Error bars indicate mean ± SD (*n* = 3). (*E*) qChIP for H3K9me2 at plasmid-borne K″/dg repeat (*K″-mini* and *K″-imr*) and plasmid-borne central domain 2 DNA (*cc2-a*) on pHcc2 minichromosome. Error bars indicate mean ± SD (*n* = 3). (*F*, *top*) Schematic representation of pcc2 minichromosome without K″/dg repeat transformed in cells overexpressing CENP-A^Cnp1^. (OE) Overexpression. (*Bottom*) qChIP for CENP-A^Cnp1^ at noncentromere locus (*act1*^+^), outer repeat heterochromatin (*dg*) and ribosomal DNA (*rDNA*), and three locations within plasmid-borne central core 2 DNA (*cc2-a*, *cc2-b*, and *cc2-c*) on pcc2 minichromosome relative to CENP-A^Cnp1^ levels at endogenous centromeres (*cc1/3*). Error bars indicate mean ± SD (*n* = 3). Significance of the differences observed between wild type and *hap2*Δ was evaluated using Student's *t*-test in *C*–*F*. (*) *P* < 0.05; (**) *P* < 0.005; (n.s.) not significant.

### Hap2 promotes histone turnover in genomic regions prone to CENP-A^Cnp1^ assembly

Central domain DNA inserted at a noncentromeric location on the arm of a chromosome, such as the *ura4* locus on chromosome 3 (*ura4:cc2*), remains assembled in H3 nucleosomes and exhibits a high rate of histone H3 turnover (Shukla et al. 2018). The inherent instability of H3 nucleosomes assembled on this ectopic *ura4:cc2* centromere DNA has been proposed to aid the incorporation of CENP-A^Cnp1^ when available (Shukla et al. 2018). In *S. cerevisiae*, Ino80 associates with promoter-associated nucleosome-depleted regions and transcription start sites (TSS) where it mediates the turnover of +1 nucleosomes (Yen et al. 2013). The requirement for Hap2 in de novo CENP-A^Cnp1^ assembly on central domain DNA may result from defective H3 nucleosome turnover on these centromeric sequences when assembled in H3 chromatin alone. We therefore used recombination-induced tag exchange (RITE) (Verzijlbergen et al. 2010; Shukla et al. 2018) to measure replication-independent H3 turnover in G2-arrested wild-type and *hap2*Δ cells on ectopic *ura4:cc2,* heterochromatic repeats, and highly transcribed genes. This H3.2-HA→T7 tag swap was induced in *cdc25-22*/G2-arrested cells and the incorporation of new histone H3.2-T7 was monitored (Fig. 5A). Importantly, the H3.2-HA → T7 tag swap efficiency was unaffected by *hap2*Δ relative to wild-type cells (Supplemental Fig. S5A). Compared with wild-type cells, a significant decrease in the level of H3 turnover was evident on ectopic *ura4:cc2* centromere DNA in *hap2*Δ cells (Fig. 5B). Similarly, H3 turnover within endogenous *cen1-cc1* assembled in CENP-A^Cnp1^ chromatin was also reduced in *hap2*Δ cells. In contrast, H3 turnover remained unchanged within heterochromatic outer repeats (*dg*) and over highly transcribed genes (*act1*^+^ and *spd1*^+^). Ino80 may mediate nucleosome turnover through eviction of H2A.Z (Papamichos-Chronakis et al. 2011). However, the levels of H2A.Z^Pht1^ associated with endogenous *cc1* and ectopic *ura4:cc2* were unaffected by loss of Hap2 (Supplemental Fig. S5B). We conclude that Hap2 is required to ensure H3 nucleosome instability on centromeric sequences by mediating a high frequency of H3 turnover, which may consequently allow the incorporation of CENP-A^Cnp1^ in place of H3.

**Figure 5.**
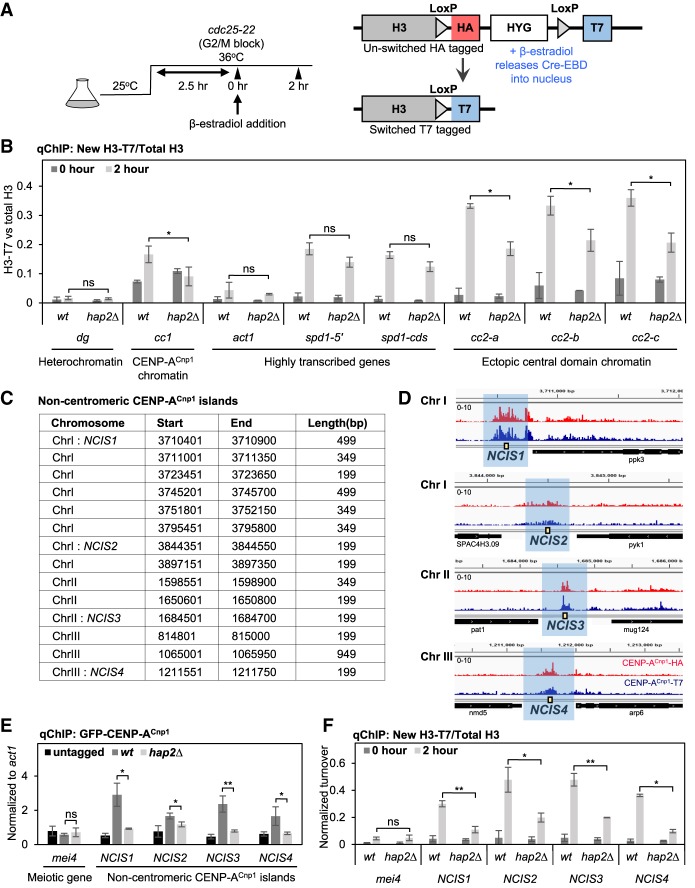
Hap2 is required for high histone H3 turnover on central domain centromere DNA and islands of noncentromeric CENP-A incorporation. (*A*) Experimental setup to assess replication-independent H3 turnover. The c*dc25-22* temperature sensitive mutation was used to block wild-type and *hap2*Δ cells in G2, the HA tag on H3 was swapped for the T7 tag by β-estradiol induced Cre/loxP mediated recombination. Samples were collected at 0 and 2 hr and analyzed by qChIP. (*B*) qChIP analysis of new H3.2-T7 incorporated in *cdc25-22*/G2-arrested cells at pericentromeric outer repeat heterochromatin (*dg*), the central CENP-A^Cnp1^ domain of cen1 (*cc1*), highly transcribed genes (*act1*^+^ and *spd1*^+^) and three locations within ectopically located *ura4:cc2* lacking CENP-A^Cnp1^ (*cc2-a*, *cc2-b*, and *cc2-c*). (*Y*-axis) H3.2-T7%IP values normalized to the respective total H3%IP values represent normalized turnover for each sample. Error bars indicate mean ± SD (*n* = 3). (*C*) ChIP-nexus analysis of HA and T7 tagged CENP-A^Cnp1^ reveals consistent noncentromeric CENP-A^Cnp1^ islands (NCIS) of incorporation above background at 14 locations in the genome. (*D*) Four CENP-A^Cnp1^ islands are shown: *NCIS1*, *NCIS2*, *NCIS3,* and *NCIS4*. (*E*) qChIP for GFP-CENP-A^Cnp1^ at noncentromeric CENP-A^Cnp1^ islands using indicated primer pairs (yellow boxes in *D*) and meiotic-specific gene (*mei4*^+^). Error bars indicate mean ± SD (*n* = 3). (*F*) qChIP analysis of new H3.2-T7 incorporation in *cdc25-22*/G2-arrested cells at *NCIS1*, *NCIS2*, *NCIS3*, and *NCIS4*. Error bars indicate mean ± SD (*n* = 3). Error bars indicate mean ± SD (*n* = 3). Significance of the differences observed between wild type and *hap2*Δ was evaluated using Student's *t*-test in *B*, *E*, and *F*. (*) *P* < 0.05; (**) *P* < 0.005; (n.s.) not significant.

Overexpression of CENP-A^Cnp1^ results in low levels of promiscuous CENP-A^Cnp1^ incorporation at noncentromeric locations (Choi et al. 2012; Castillo et al. 2013). Fission yeast CENP-A^Cnp1^ expression is known to increase prior to that of canonical histones in advance of replication. Consequently, even without overexpression, in early S phase this natural excess of CENP-A^Cnp1^ results in low levels of newly synthesized CENP-A^Cnp1^ being incorporated across many gene bodies (Shukla et al. 2018). ChIP-Nexus (a modified exo-ChIP-seq protocol) (He et al. 2015) analysis allowed detection of noncentromeric genomic regions where islands of CENP-A^Cnp1^ are retained at low levels (Fig. 5C,D). Hap2-GFP was found to associate with these noncentromeric CENP-A^Cnp1^ islands (NCIS), while loss of Hap2 significantly decreased CENP-A^Cnp1^ incorporation within these islands (Fig. 5E). Consistent with previous results, Hap2 association with NCIS requires Ies4, but not Iec1, Ies2, or Arp5 (Supplemental Fig. S5C,D). Interestingly, qChIP also revealed reduced histone H3 turnover within these noncentromeric CENP-A^Cnp1^ islands in *hap2*Δ cells, whereas histone H3 turnover remained unchanged within the heterochromatic outer repeats, the *act1*^+^ gene, or the repressed meiosis-specific *mei4*^+^ gene (Fig. 5F). We conclude that Hap2 also promotes a high rate of H3 turnover at several noncentromeric NCIS loci prone to low-level CENP-A^Cnp1^ incorporation. This observation reinforces the involvement of Hap2–Ino80C in mediating histone H3 turnover and the exchange of histone H3 for CENP-A^Cnp1^-containing nucleosomes.

### Hap2 facilitates transcription of central domain chromatin

The central CENP-A^Cnp1^ domain of *S. pombe* centromeres is transcribed from many TSS and the resulting RNAs are short-lived (Choi et al. 2011; Sadeghi et al. 2014; Catania et al. 2015). Transcription can provide the opportunity for histone exchange/remodeling of resident nucleosomes (Venkatesh and Workman 2015). It is therefore feasible that transcription-coupled processes also promote the exchange of H3 for CENP-A^Cnp1^ in chromatin assembled on centromere DNA. Relatively high levels of RNAPII are detected on central domain DNA when assembled in H3 chromatin at ectopic *ura4:cc2* or on the pcc2 minichromosome, yet only low levels of RNAPII are detectable within endogenous centromeric central domain CENP-A^Cnp1^ chromatin (Catania et al. 2015; Shukla et al. 2018). Since CENP-A^Cnp1^ is primarily deposited during G2, we investigated whether Hap2 affects transcription from ectopic *ura4:cc2* in mid-G2 cells from *cdc25-22* synchronized cultures (Fig. 6A). qChIP was used to measure the levels of total RNAPII, initiating RNAPIIS5P and elongating RNAPIIS2P levels across *ura4:cc2*. RNAPIIS5P levels were significantly lower across this ectopic central domain DNA in *hap2*Δ compared with wild-type cells, but no obvious difference was detected within the CENP-A^Cnp1^ chromatin regions of endogenous centromeres (Fig. 6B). These data suggest that Hap2 promotes efficient transcriptional initiation from central domain DNA assembled in H3 chromatin (*ura4:cc2*). In contrast, the levels of total and elongating RNAPIIS2P associated with ectopic central domain DNA remained unchanged in *hap2*Δ relative to wild-type cells (Supplemental Fig. S6A,B). Consistent with reduced transcriptional initiation, lower levels of central domain transcripts were produced from ectopic *ura4:cc2* in *hap2*Δ cells (Fig. 6C). Transcript levels from outer repeats and *act1*^+^ were unaffected. Thus, Hap2 is required for efficient transcriptional initiation and transcript production from ectopic central domain DNA assembled in H3 chromatin. The fact that no decrease in elongating RNAPIIS2P was detected across this ectopic central domain in *hap2*Δ cells suggests that RNAPII remains associated with the central domain template for longer when Hap2 is absent.

**Figure 6.**
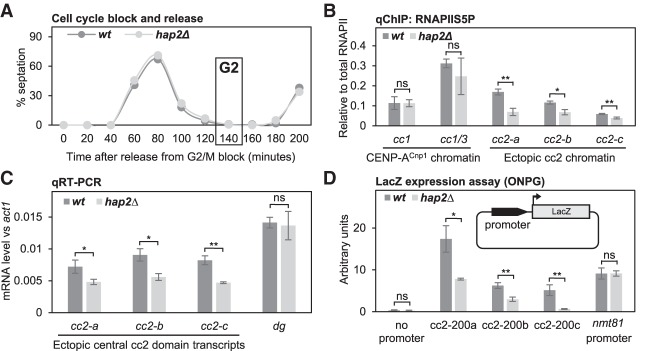
Transcription from centromeric DNA is reduced in the absence of Hap2. (*A*) *cdc25-22* synchronized cell populations were used to assess levels of RNAPIIS5P and central core transcripts during G2 in *B* and *C*. The septation index for wild type and *hap2*Δ were measured and cells were collected in G2 (T-140). (*B*) qChIP for initiating RNAPIIS5P at two locations within endogenous centromeres (*cc1* and *cc1/3*) and three locations within ectopically located *ura4:cc2* lacking CENP-A^Cnp1^ (*cc2-a*, *cc2-b*, and *cc2-c*) in wild type and *hap2*Δ. Error bars indicate mean ± SD (*n* = 3). (*C*) qRT-PCR to quantify transcripts from three locations within ectopically located *ura4:cc2* lacking CENP-A^Cnp1^ (*cc2-a*, *cc2-b*, and *cc2-c*) and from pericentromeric outer repeat (*dg*) on total RNA extracted from wild-type and *hap2*Δ cells. Transcript levels are shown relative to *act1*^+^. Error bars indicate mean ± SD (*n* = 3). (*D*) Measurement of LacZ expression driven by three 200-bp *cc2* fragments with promoter activity (cc2-200a, cc2-200b, and cc2-200c), the *nmt81* promoter, and no promoter following transformation of plasmids into wild type and *hap2*Δ using the ONPG substrate/absorbance at 420 nm. Error bars indicate mean ± SD (*n* = 3). (*Inset*) Diagram of plasmids with different 200-bp fragments from central domain region of *cen2* (cc2) placed upstream of the LacZ reporter. Significance of the differences observed between wild type and *hap2*Δ was evaluated using Student's *t*-test in *B*–*D*. (*) *P* < 0.05; (**) *P* < 0.005; (n.s.) not significant.

Regions upstream of TSS within the central domain of *cen2* exhibit promoter activity (Catania et al. 2015). To determine whether Hap2 affects the transcription from these central domain promoters, the production of β-galactosidase was assessed when 200-bp promoter-containing cc2 fragments were placed upstream of lacZ (Fig. 6D, inset). Three central domain promoters exhibited significantly lower promoter activity in *hap2*Δ compared with wild-type cells, whereas the control *nmt81* promoter was unaffected (Fig. 6D; Supplemental Fig. S6C,D). We conclude that Hap2 is required for efficient transcription from central domain promoters and that this facilitates transcription-coupled histone exchange, thereby providing an opportunity for replacement of H3 with CENP-A^Cnp1^ to establish CENP-A^Cnp1^ chromatin domains and assemble functional kinetochores.

## Discussion

The mechanisms that contribute to the maintenance, and especially the establishment, of CENP-A chromatin remain poorly understood. To gain insight into how CENP-A chromatin is established on naïve centromere DNA, we applied proteomics to identify proteins associated with fission yeast CENP-A^Cnp1^ chromatin. In addition to kinetochore proteins, all Ino80C subunits, including the small auxiliary subunit, Hap2, were found to be significantly enriched in solubilized CENP-A^Cnp1^ chromatin. Hap2 and the Arp5 Ino80C subunit exhibit similar chromosomal distributions and Hap2 chromatin association depends on the Ies4 Ino80C subunit. 

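Hap2 and Arp5 regions were spread over all 3 chromosomes. Hap2 had 183 regions per Mb on chromosome I, 169 on II and 168 on III, and Arp5 had 167, 159 and 155. Around genes the positions of the proteins differed. Hap2 regions were centred at the promoters of protein-coding genes in 610 of 2198 cases (27.8%, against 22.1% by random placement, 1.25-fold). Arp5 regions were centred there in 78 of 2033 cases (3.84%, 0.173-fold), and 1744 (85.8%) were centred within coding genes. Of the Hap2 regions, 1084 (49.3%, against 67.1% at random) were centred within coding genes, more than at promoters. The remaining 504 Hap2 regions (22.9%, against 10.8% at random) were centred outside coding genes and their promoters. This 2.13-fold excess is larger than that at promoters. How many of the 504 lie at noncoding RNA genes, such as the 163 of 171 tRNA genes under a Hap2 region, is not given here. The Hap2 promoter regions include the highest Hap2 region in the genome, at the start of *efm3*, which encodes a methyltransferase (chromosome I, 3466151 to 3466740). At *cig2*, which encodes a B-type cyclin, a Hap2 region lay over the gene start (chromosome I, 2709491 to 2709870) and an Arp5 region lay further into the gene (2713041 to 2713620). At *cdc22*, which encodes the large subunit of ribonucleotide reductase, the Hap2 region was likewise at the start (chromosome I, 4226771 to 4227000) and the Arp5 region inside the gene (4228601 to 4229080).

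Around the starts of 5113 coding genes, peaks of the 2 Hap2 lists were most frequent 60 bp upstream, where 13.1% and 15.5% of genes had a peak, and nearly as frequent 1180 and 1430 bp downstream (12.1% and 14.2%). The Arp5 lists had their minimum at 70 and 100 bp upstream, with 1.49% and 1.82% of genes. Arp5 peaks were most frequent 1160 and 1400 bp downstream (16.5% and 17.8%). The promoter shares of the 2 proteins differed 7.23-fold. Fisher's exact test over regions gave p = 3.06e-110, but regions of the same lists are not independent replicates, so this p is no test across samples. With a window from 1000 bp upstream to the gene start the shares were 41.8% for Hap2 and 17.9% for Arp5 (2.34-fold). The ratio was 2.42 when only the upstream part was lengthened and 7.41 when only the downstream part was dropped. Each share differed from random placement (two-sided permutation p = 0.002, the smallest that 1000 placements can give). Hap2 regions shared with Arp5 were centred at promoters in 9.35% of cases and Hap2 regions with no Arp5 peak in 55.3%. For the union of both Hap2 replicates the promoter share was 22.5%, 1.02-fold over random (permutation p = 0.527), so the excess of Hap2 at promoters held for reproducible regions and for each list alone but not for the union. The union of both Arp5 replicates had 4.95% at promoters, so the ratio of the proteins there was 4.54. Over 1258 windows of 10 kb, the length covered by peaks correlated between Hap2 and Arp5 lists with Spearman's rho of 0.696 to 0.757 (Pearson's r 0.782 to 0.817) in the 4 pairs of lists. Between replicates rho was 0.884 for Hap2 and 0.831 for Arp5. These 6 correlations are across windows, which are not independent replicates.

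**Figure D5:**
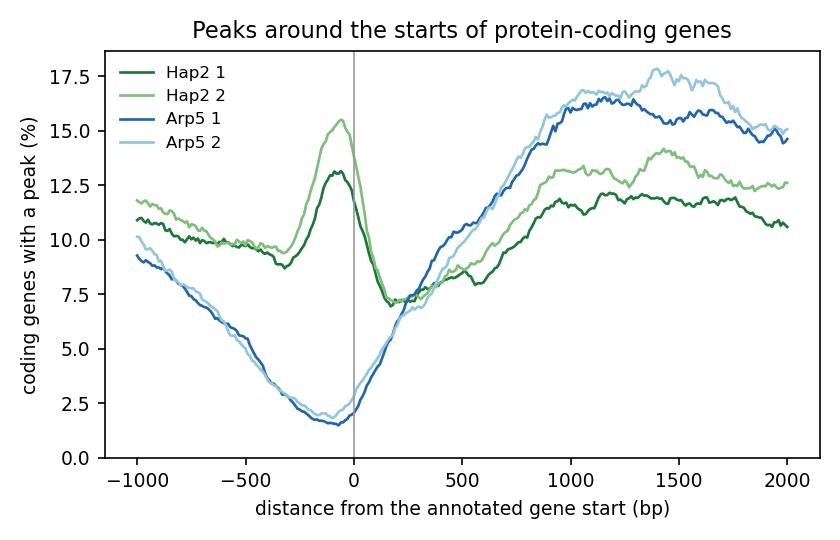
Percent of 5113 protein-coding genes with a peak at each distance from the annotated gene start (bp, negative upstream), for the 4 peak lists. Both Hap2 lists have a maximum 60 bp upstream of the start, and the Arp5 lists have their minima, 1.49% and 1.82%, at 70 and 100 bp upstream.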

Hap2 was found to promote CENP-A^Cnp1^ chromatin integrity at centromeres and to be required for the de novo establishment of CENP-A^Cnp1^ chromatin on introduced naïve centromere DNA. The requirement for Hap2 in ensuring high histone H3 turnover on endogenous centromere DNA, ectopically located centromere DNA, and noncentromeric CENP-A^Cnp1^ islands indicates that Hap2–Ino80C drives H3 nucleosome turnover at these locations. The loss of CENP-A^Cnp1^ incorporation from NCIS islands in the absence of Hap2 underscores the role for Hap2–Ino80C-mediated H3 turnover in stimulating CENP-A^Cnp1^ incorporation. Strikingly, Hap2 is required for efficient transcription specifically from central domain promoters. We propose a mechanism in which Hap2–Ino80C drives the inherent instability of H3 nucleosomes on centromeric DNA via transcription-coupled nucleosome turnover, providing the opportunity for incorporation of CENP-A^Cnp1^ in place of histone H3, when CENP-A^Cnp1^ is available (Fig. 7).

**Figure 7.**
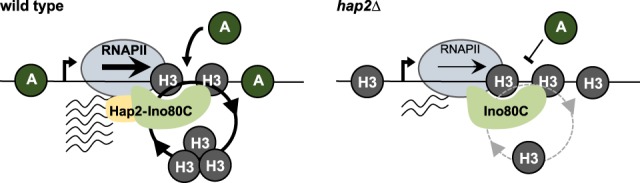
Hap2–Ino80-mediated transcription facilitates de novo establishment of CENP-A^Cnp1^ chromatin. Model for the establishment of CENP-A^Cnp1^ chromatin in *S. pombe*. (*Left*) Hap2 is required for transcription initiation events to maintain high H3 turnover thus renders H3 nucleosomes unstable on centromeric sequences allowing its replacement with CENP-A^Cnp1^ nucleosomes. (*Right*) Cells lacking Hap2 have lower transcription initiation events that stabilize the H3 nucleosomes on centromeric sequences thus lowering its propensity to establish CENP-A^Cnp1^ chromatin.

Studies in a variety of species have shown that Ino80C influences transcription (Cai et al. 2007; Klopf et al. 2009; Hogan et al. 2010). The noncanonical human Yin Yang 1 (YY1) transcription factor is known to associate with Ino80 and facilitate both transcriptional activation and repression (Yao et al. 2001; Cai et al. 2007). It is also known that Ino80 suppresses antisense and other noncoding transcription (Alcid and Tsukiyama 2014; Marquardt et al. 2014). The noncoding transcription of centromeric DNA by RNAPII has been implicated in CENP-A deposition in several systems (Chueh et al. 2009; Chan et al. 2012; Rošić et al. 2014; Grenfell et al. 2016; McNulty et al. 2017). However, both reduced and increased transcription of centromere DNA appears to be incompatible with CENP-A chromatin integrity and centromere function (Hill and Bloom 1987; Nakano et al. 2008; Ohkuni and Kitagawa 2011; Bergmann et al. 2012). Such observations suggest that an appropriate level and type of programmed transcription may be required to promote CENP-A assembly on centromere DNA.

Each fission yeast centromere contains a central domain of ∼10 kb assembled in CENP-A^Cnp1^ rather than H3 nucleosomes. Multiple transcriptional start sites are detected on both strands when central domain is assembled in H3, rather than CENP-A^Cnp1^, chromatin at an ectopic locus (Choi et al. 2011; Catania et al. 2015), indicating that these regions are pervasively transcribed. Distinct Ino80C modules undertake particular tasks such as nucleosome binding, sliding, and ATPase activity (Chen et al. 2011). The specific impact of Hap2 on Ino80C activity and how this is altered by loss of other subunits such as Ies4 remains to be determined. However, a major activity of Ino80C is to slide nucleosomes relative to sizable lengths of flanking unoccupied DNA (Udugama et al. 2011). Thus, the generation of nucleosome free regions that facilitate RNAPII recruitment, and consequently transcription, are an intrinsic facet of Ino80C function. Consequently, the loss of Hap2–Ino80C is expected to occlude central domain promoters with nucleosomes and result in reduced transcriptional initiation.

Since RNAPII recruitment to central domain chromatin during G2 phase of the cell cycle is coincident with H3 eviction and CENP-A^Cnp1^ incorporation (Shukla et al. 2018), it is likely that these events are somehow coupled. The conserved heptad repeat composing the C-terminal domain (CTD) of RNAPII undergoes S5 phosphorylation (S5P) at promoters upon transcription initiation and S2 phosphorylation (S2P) in coding regions during transcriptional elongation (Komarnitsky et al. 2000). RNAPII stalls when it encounters obstacles such as DNA damage or natural barriers (Poli et al. 2017). Despite relatively high levels of RNAPII being detected on H3-assembled ectopic central domain, meagre levels of transcripts are produced, consistent with transcriptional stalling (Choi et al. 2011; Catania et al. 2015). Analyses in *S. cerevisiae* show that Ino80 is required to release stalled RNAPII from chromatin and enable its proteasomal degradation (Lafon et al. 2015). Previously, we showed that mutants (*ubp3*Δ, *tfs1*Δ) expected to increase the levels of stalled RNAPIIS2P on central domain chromatin, promote CENP-A incorporation (Catania et al. 2015). Interestingly, cells lacking Hap2 display lower initiating RNAPIIS5P over ectopic H3-assembled central domain chromatin in G2 but the levels of total RNAPII and elongating RNAPII-S2P are unaltered (Fig. 6B; Supplemental Fig. S6A,B). This indicates that, although lower levels of initiation and transcription take place within ectopic central domain chromatin in the absence of Hap2, elongating RNAPII is retained across the domain. We interpret these observations to indicate that Hap2–Ino80C is required to release elongating RNAPII that becomes trapped or stalled in central domain chromatin. We suggest that resident H3 nucleosomes are evicted by Hap2–Ino80C as part of the process involved in removing this stalled RNAPII. Thus, centromere DNA may be programmed to be pervasively transcribed and stall RNAPII over a relatively large 10-kb region in order to recruit Hap2–Ino80C and trigger H3 turnover throughout this extensive domain, thereby providing the opportunity for CENP-A incorporation. Stalling may result from collisions between converging RNAPII complexes or other obstacles such as the replication origin recognition complex (ORC) which is bound to the many AT-rich tracts present within central domain regions (Hayashi et al. 2007). Alternatively, elongating RNAPII on central domain DNA may be somehow earmarked for removal using cues analogous to those that allow Ino80 to suppresses antisense and cryptic unstable transcripts (Alcid and Tsukiyama 2014). Thus, pervasive transcription across an extensive region such as the central domain may itself provoke Ino80C recruitment.

Histone turnover rates are generally higher for nucleosomes close to promoters (Dion et al. 2007). The +1 nucleosomes exhibit high levels of turnover and Ino80C has been reported to mediate the exchange of H2A.Z for canonical H2A in such nucleosomes (Papamichos-Chronakis et al. 2011; Watanabe et al. 2013; Yen et al. 2013). However, H2A.Z turnover on transcribed genes has been shown to be not reliant on Ino80 activity (Tramantano et al. 2016). Moreover, Ino80 is also known to reduce transcription from some promoters, independently of its role in removing H2A.Z (Barbaric et al. 2007). The fact that no difference in the levels of H2A.Z^Pht1^ was detected across the ectopic central domain in *hap2*Δ cells relative to wild-type (Supplemental Fig. S5B) suggests that Hap2–Ino80C does not mediate H2A.Z^Pht1^ eviction from central domain chromatin and that it must affect some other aspect of centromere promoter function, perhaps through its known nucleosome sliding activity. Thus, Ino80C may be required to slide nucleosomes away from central domain promoters so that they are efficiently transcribed and the resulting transcriptional properties of this domain mediate H3 nucleosome turnover.

Previously, we showed that CENP-A^Cnp1^ competes with histone H3 for incorporation into centromeric chromatin and CENP-A^Cnp1^ incorporation is promiscuous, replacing H3 when the opportunity arises (Castillo et al. 2007; Choi et al. 2011, 2012). Thus, high histone H3 nucleosome turnover, or low nucleosome occupancy, appears to be an underlying property of many sequences that are prone to CENP-A^Cnp1^ assembly in fission yeast. As transcription appears to be widespread at centromeres in other organisms, high turnover of resident H3 nucleosomes, stimulated by Ino80C, may be a conserved attribute of centromeric DNA that stimulates CENP-A deposition.

## Materials and methods

Additional methods are described in the Supplemental Material, including lists of strains (Supplemental Table S6), plasmids (Supplemental Table S7), and primers (Supplemental Table S8) used in this study.

### Affinity purification mass spectrometry analysis

Native coimmunoprecipitated samples were analyzed on an Orbitrap Fusion Lumos Tribrid mass spectrometer and on a Q Exactive (both from Thermo Fisher Scientific) both coupled online to an Ultimate 3000 RSLCnano system (Dionex, Thermo Fisher Scientific). For details of the separation, mass spectrometer parameters, and data analysis, see the Supplemental Material and Supplemental Tables S3–S5. The MS proteomics data have been deposited to the ProteomeXchange Consortium via the Proteomics Identifications (PRIDE) (Vizcaíno et al. 2016) partner repository with the data set identifier PXD016602.

### Establishment assays

Cells transformed with minichromosomes were plated on PMG-uracil-adenine plates and incubated for 5–10 d at 32°C until medium-sized colonies had grown. Colonies were replica-plated to PMG low-adenine (10 µg/mL) plates to determine the frequency of establishment of centromere function. These indicator plates allow minichromosome loss (red colony) or retention (white/pale pink colony) to be determined. In the absence of centromere establishment, minichromosomes behave as episomes that are rapidly lost. Minichromosomes occasionally integrate giving a false-positive white phenotype. To assess the frequency of such integration events and to confirm establishment of centromere segregation function, colonies giving the white/pale-pink phenotype upon replica plating were restreaked to single colonies on low-adenine plates. Sectored colonies are indicative of segregation function with low levels of minichromosome loss, whereas pure white colonies are indicative of integration into endogenous chromosomes and the establishment frequency was adjusted accordingly.

### LacZ assays

LacZ assays were performed as described (Guarente 1983). Plasmids containing LacZ with upstream nmt81 promoter, 200-bp sequences from centromere 2 or no promoter were used as described (Catania et al. 2015). Plasmids were transformed into wild-type and *hap2*Δ strains and grown on minimal medium.

### ChIP-seq and ChIP-nexus

ChIP-seq and ChIP-nexus were prepared essentially as described (Shukla et al. 2018). For details, see the Supplemental Material. The accession number of the sequencing data reported for Hap2-GFP and Arp5-3HA is GEO GSE141524 and for CENP-A^Cnp1^ (HA and T7 tag), GEO GSE136305.

## Supplementary Material

Supplemental Material

# Supplementary material for: Hap2–Ino80-facilitated transcription promotes de novo establishment of CENP-A chromatin
**Source:** Genes Dev. 2020 Feb 1;34(3-4):226–38. doi: 10.1101/gad.332536.119
**Supplement:** Supplemental Material

Hap2–Ino80-facilitated transcription promotes de novo establishment of CENP-A chromatin — Supplemental Material 

# Hap2–Ino80-facilitated transcription promotes de novo establishment of CENP-A chromatin

## Supplemental Material

- Supplemental\_Table\_S7.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S8.xlsx
- Supplemental\_Table\_S6.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Material.pdf

How the deposited data were processed for this re-analysis (not part of the article)

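ChIP-seq peaks were analysed for Hap2-GFP (anti-GFP, 2 replicates) and Arp5-3HA (anti-HA, 2 replicates) from one *S. pombe* strain. Samples were grouped by protein and replicate number as the labels give them. The 2 input samples were not used here. The authors made the peak lists, and the submitters' processing notes name Trimmomatic 0.36, BWA 0.7.17, deepTools (version not given) and MACS2 2.1.2. Commands, thresholds, filters on duplicate or shared reads, the genome build and the input for each list are not given in the sources used here. Each deposited list has the layout of narrow peaks, with a start, an end, a summit and a score for each peak. The score is a whole number from 16 upward that the authors assigned, with no stated scale, and the fields for fold enrichment, p and q hold 0 throughout. Scores were therefore used only as ranks within a list. All peak boundaries except 1 in each list lie on a grid of 10 bp. The lists give no read counts, so the depth of each sample and the precision it gives are unknown.

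Coordinates of peaks are those of the lists, given counting from 1. The ASM294v3 reference was used for genes and for matching primers. Its chromosome III has the length at which the last peak of that chromosome ends in each list. Peaks on a sequence named MTR in the lists (4, 5, 1 and 0) were left out. So were those on a further sequence named in the lists but absent from the reference (2, 3, 0 and 0). The last MTR peaks of the Hap2 lists end at 20010 and 20040. The mitochondrial chromosome of the reference is 19433 bp long, so MTR is not that sequence. The build the authors used is thus not settled. The reference holds 5113 protein-coding genes and 12606 genes of all kinds on chromosomes I, II and III.

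Peaks of both replicates of a protein were merged where they overlapped by at least 1 bp and kept as reproducible regions where both replicates had a peak. The rank of a region is the lower of its percentiles by score in the 2 lists. Overlap between proteins was counted at 1 bp or more and compared with 1000 placements of the other protein's regions at random positions of their own chromosome, with lengths kept (one-sided p). The share of regions centred from 500 bp upstream to 100 bp downstream of the start of a coding gene was compared with 1000 placements of the regions themselves (two-sided p). Shares of peaks in single lists have 95% Wilson intervals, which cover counting error only. For the mean overlap of replicates the interval pools both lists, so a shared peak counts once from each. With 2 lists against 2, an exact permutation test of lists cannot give a p below 0.333, so no test was made across lists. Gene groups were tested with Fisher's exact test, two-sided, and adjusted by Benjamini-Hochberg over the 17 groups, each with at least 5 members. Protein-coding groups were compared with all other coding genes and groups of RNA genes with all other genes. Genes named rpl, rps or rpp were taken as ribosomal protein genes, except *rpp1*, *rpp21* and *rpp40*, which encode RNase P or MRP subunits and were left out after the annotation was seen. Results were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

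The overlap, promoter and group tests were tested on simulated data. With 0, 25 and 50% of 2000 simulated regions placed on the other set, the estimates after correction for random overlap were -0.0612, 25.6 and 49.9%. With 30% planted at promoters, 30.2% was recovered, and 0 of 20 unchanged simulated groups were called. The simulated genes were drawn independently, so the check of groups does not cover regions shared by neighbouring genes.

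Before the data were examined, the gene groups, the tests, the alternatives and the rule for named genes were fixed. The rule takes each locus with a ChIP primer pair in Table S8, the 10 highest regions of each protein, the 5 highest regions of each protein with no peak in either list of the other, named by the nearest gene start, and 2 to 4 members of each group with the highest regions. After the data were seen, the nearest coding gene was named where the nearest start was that of a noncoding RNA gene, and the gene covered was named for Arp5 regions far from any start. *cnp1*, *hta2*, *plb1*, *oaa1* and *hap2* are named beyond that rule, after their values were seen. Alternatives were the union of replicates, single lists with equal or different replicate numbers, a stricter minimum overlap, centres within 150 bp, higher score thresholds, the 1000 highest peaks of each list, regions away from repeats, a promoter window from 1000 bp upstream to the gene start, which also drops the 100 bp downstream, and each replicate left out. The lengthening and the dropping each alone, summits in place of centres, regions over the whole gene and overlap without highly transcribed gene groups were added after seeing the data.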

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

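The tests of peak summits and of GC content below were chosen only after the position of the peaks around genes had been seen. The test of the upper part of each list was planned before its result was seen.

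Every Hap2 list lay at promoters slightly more often than by random placement and every Arp5 list far less often. The share of peak centres over random placement was 1.07 and 1.09 in the Hap2 lists and 0.210 and 0.235 in the Arp5 lists. By peak summits it was 1.09 and 1.08 for Hap2 and 0.219 and 0.253 for Arp5. The difference between the lists was not tested, since 2 lists stand against 2.

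A lower peak threshold in the Hap2 lists would bring the proteins together among their higher-scoring peaks, where the Hap2 promoter share was still 5.23 times the Arp5 share. Centres that miss the summits of long regions are not the reason either, since with summits the lowest ratio over the 4 pairs of lists was 4.26. At equal GC content, the ratio of promoter to gene body coverage was 5.62 times higher for Hap2 than for Arp5, which argues against a different response of the ChIPs to GC content as the whole cause. The different antibodies, anti-GFP and anti-HA, and the different tags were not tested and stay open. A candidate explanation, as a hypothesis only, is that Hap2 is present at some promoters without Arp5, which ChIP with exchanged tags and an untagged control would test. At the loci it measured, the paper reports that association of Hap2 with chromatin was unaffected in *arp5*Δ cells.

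Peaks at tRNA, snRNA, snoRNA and rRNA genes are a signal that the paper does not discuss. A Hap2 region lay over 163 of 171 tRNA genes and an Arp5 region over 128. For snRNA and snoRNA genes the numbers were 33 and 37 of 72. For rRNA genes, many of them copies of the 5S gene or of the ribosomal DNA repeat, they were 45 and 36 of 47. Binding at these genes cannot be told apart from signal that any antibody gives there without an untagged control, which was not analysed here.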

How the results depend on the processing

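Overlap without the highly transcribed gene groups, promoter shares by summits, each change of the promoter window alone, gene groups by regions over the whole gene and the count of regions found in a single list of each protein were tests chosen only after the data were seen.

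The overlap between Hap2 and Arp5 regions stayed above random placement under all 13 alternatives for each direction, with a share of 31.8% to 61.3% of Hap2 regions and 33.9% to 67.8% of Arp5 regions and a lowest fold of 2.17 and 2.04. Leaving out a replicate gave 41.5% to 60.2% for Hap2 and 33.9% to 67.8% for Arp5. The share moves with the number of regions on each side, and a list left alone has more peaks than the reproducible regions. The lower share of Arp5 at promoters held under all 9 alternatives (0.178- to 0.512-fold). The higher share of Hap2 at promoters held under 8 of 9 and was lost for the union of replicates (22.5%), and the cause was not tested. The number of gene groups was 7 to 9 for Hap2 and 8 to 10 for Arp5, but which groups passed changed between settings. The overlap of replicates, which has no test, moved from 62.0% for Hap2 to 56.0% with a stricter minimum overlap, 46.6% with centres within 150 bp, 63.9% with the higher-scoring peaks and 65.5% with the 1000 highest peaks, and from 56.1% for Arp5 to 46.7%, 38.5%, 53.2% and 49.4%. Depth is unknown, so a place without a peak is not a place without the protein.

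With the replicate number as a block, lists of the same number overlapped by 55.7% of Hap2 and 50.6% of Arp5 peaks, and lists of different number by 47.5% and 43.3%. Neither the labels nor the paper say that a number marks a shared culture or day. The names of the lists carry a code that both lists of a number share, whose meaning is not given. The difference was not limited to weak peaks, since among the 1000 highest peaks of each list it was 8.15 percentage points. That cut is itself a threshold, so it cannot exclude an effect of peaks that fall just above or below one. Regions found in a single list of each protein were 5.01 times as many between equal numbers as between different numbers. This count restates the difference and does not test its cause, so something shared within a number, such as an input, stays open.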

Differences from the paper's values

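The paper's reported coincidence of Hap2 and Arp5 peaks is ∼60% (Fig. 2F), and the values here, 51.1% of Hap2 regions and 51.6% of Arp5 regions, are within 1.5 times of it. The text used here gives no overlap rule for that value. Settings that reach 60% or more are the union of replicates (61.3% of Hap2 regions), Hap2 regions against Arp5-3HA replicate 2 alone (60.2%), Arp5 regions among the 1000 highest peaks of each list (61.8%) and Arp5 regions against a single Hap2 list (64.3% and 67.8%). Centres within 150 bp (31.8% and 34.4%) and single Arp5 lists as the peaks counted (35.7% and 33.9%) differ from it by more than 1.5 times.

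By qChIP, the paper finds Hap2-GFP at the central domain of centromeres and the *dg* outer repeats (Fig. 2B). It also reports that Hap2-GFP associates with noncentromeric CENP-A Cnp1 islands. In the peak lists, 0 of 6 amplicons at centromeres (*cc1*, *cc1/3*, *cc2-a*, *cc2-b*, *cc2-c* and *dg*) lay under a peak in any list, and of the islands *NCIS1* to *NCIS4* only *NCIS2* did. *NCIS1* had a Hap2 peak within 250 bp in both lists. At *act1*, where the paper also reports Hap2-GFP, all 4 lists had a peak. A peak list holds only places above a threshold, and 2 of these 6 amplicons match the genome more than once.

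The paper states that Hap2 and Arp5 have similar distributions along chromosomes. Here the length covered in windows of 10 kb correlated with a Spearman's rho of 0.696 to 0.757 between the proteins, while the share of regions centred at promoters was 27.8% for Hap2 and 3.84% for Arp5.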

Other observations

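The tests of highly transcribed genes as a source of signal and of GC content at promoters were chosen only after regions over such genes had been seen. The test without these genes had its criterion fixed before its result was seen.

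Of the 17 ChIP primer pairs of Table S8, 15 matched the reference. All 4 lists had a peak over the amplicons of *act1*, the ribosomal DNA, *mei4* and *NCIS2*. At *NCIS2* the peaks were 2040 to 2280 bp long. The amplicon upstream of *spd1*, which the paper lists among highly transcribed genes, lay under a peak in both Hap2 lists (chromosome I, 5412081 to 5412580 in replicate 1 and 5412211 to 5412460 in replicate 2) and in no Arp5 list. The amplicon in the coding sequence of *spd1*, *NCIS1*, *NCIS3*, *NCIS4* and those at centromeres lay under no peak in any list. Between the outermost *dg* amplicons of the centromeres there were 17 and 13 Hap2 peaks and 13 and 14 Arp5 peaks. Of these, 14 and 13 Hap2 peaks and 11 and 13 Arp5 peaks lay within 250 bp of one of the 23 tRNA genes there. The density was 1.18 to 1.55 peaks per 10 kb, against 2.99 to 3.40 over the genome. The *dg* primers match the genome more than once, and the treatment of reads that align more than once is not given. The lower density can therefore not be read as less of either protein there.

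Long terminal repeats and Tf2 elements had a Hap2 region over the element in 59 of 251 cases, 23.5% against 25.9% of other genes (Fisher's exact test, adjusted p = 0.480), so the elements did not pass the test for Hap2. An Arp5 region lay over 2 of 251, against 23.7% of other genes (Fisher's exact test, adjusted p = 1.37e-25). Most Arp5 regions were centred within coding genes (85.8%). The comparison took no account of this, of element length or of reads shared between copies, so it does not show that Arp5 avoids the elements. The tagged genes themselves had regions of both proteins. *arp5* lay under a Hap2 region (chromosome II, 2512341 to 2514890) and an Arp5 region (2512711 to 2514120), and *hap2* was partly covered by a Hap2 region (chromosome III, 660141 to 660970) and an Arp5 region (659981 to 660850). Meiotic genes did not pass the promoter test (20 of 99 for Hap2 and 5 of 99 for Arp5, Fisher's exact test, adjusted p = 0.955 and 0.579). With regions over the whole gene, a setting added after the data were seen and used for the elements above, they had one less often than other coding genes, with 17 of 99 for Hap2 and 15 of 99 for Arp5 (Fisher's exact test, adjusted p = 0.0219 and 0.000567). Hap2 regions at promoters with no Arp5 peak, 413 in number, had a GC content of 39.1% ± 5.15 (SD) in the 200 bp around their centre. The 3896 promoters with no Hap2 peak had 30.2% ± 4.37 (SD), and the positions compared were not matched.

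Regions of both proteins lay over many genes of groups known for high transcription, which no data used here measure. In the ribosomal protein, elongation factor, glycolysis and chaperone groups, 138 of 172 genes had both a Hap2 and an Arp5 region over the gene, against 18.1% of other coding genes. The odds ratio of 18.3 is what signal that any antibody gives at such genes could produce, and binding of both proteins could produce it as well, so these cannot be told apart without an untagged control, which was not analysed here. The overlap of the proteins does not rest on these 4 groups alone, since without regions over them the lower of the 2 folds over random placement was 2.84. Other highly transcribed genes stayed in that comparison, and no biological explanation was tested.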
